# Targeted DNA demethylation of the *Arabidopsis* genome using the human TET1 catalytic domain

**DOI:** 10.1073/pnas.1716945115

**Published:** 2018-02-14

**Authors:** Javier Gallego-Bartolomé, Jason Gardiner, Wanlu Liu, Ashot Papikian, Basudev Ghoshal, Hsuan Yu Kuo, Jenny Miao-Chi Zhao, David J. Segal, Steven E. Jacobsen

**Keywords:** *Arabidopsis*, targeted demethylation, TET1, CRISPR/dCas9 SunTag, artificial zinc finger

## Abstract

DNA methylation is an important epigenetic modification involved in gene regulation and transposable element silencing. Changes in DNA methylation can be heritable and, thus, can lead to the formation of stable epialleles. A well-characterized example of a stable epiallele in plants is *fwa*, which consists of the loss of DNA cytosine methylation (5mC) in the promoter of the *FLOWERING WAGENINGEN* (*FWA*) gene, causing up-regulation of *FWA* and a heritable late-flowering phenotype. Here we demonstrate that a fusion between the catalytic domain of the human demethylase TEN-ELEVEN TRANSLOCATION1 (TET1cd) and an artificial zinc finger (ZF) designed to target the *FWA* promoter can cause highly efficient targeted demethylation, *FWA* up-regulation, and a heritable late-flowering phenotype. Additional ZF–TET1cd fusions designed to target methylated regions of the *CACTA1* transposon also caused targeted demethylation and changes in expression. Finally, we have developed a CRISPR/dCas9-based targeted demethylation system using the TET1cd and a modified SunTag system. Similar to the ZF–TET1cd fusions, the SunTag–TET1cd system is able to target demethylation and activate gene expression when directed to the *FWA* or *CACTA1* loci. Our study provides tools for targeted removal of 5mC at specific loci in the genome with high specificity and minimal off-target effects. These tools provide the opportunity to develop new epialleles for traits of interest, and to reactivate expression of previously silenced genes, transgenes, or transposons.

## Significance

DNA methylation is an epigenetic modification involved in gene silencing. Studies of this modification usually rely on the use of mutants or chemicals that affect methylation maintenance. Those approaches cause global changes in methylation and make difficult the study of the impact of methylation on gene expression or chromatin at specific loci. In this study, we develop tools to target DNA demethylation in plants. We report efficient on-target demethylation and minimal effects on global methylation patterns, and show that in one case, targeted demethylation is heritable. These tools can be used to approach basic questions about DNA methylation biology, as well as to develop new biotechnology strategies to modify gene expression and create new plant trait epialleles.

DNA methylation is involved in silencing genes and transposable elements (TE). In contrast to many organisms where methylation is largely erased and reestablished in each generation (1), changes in DNA methylation patterns in plants can be transmitted through sexual generations to establish stable epigenetic alleles (2–6). For example, complete loss of 5mC in the promoter of the *FLOWERING WAGENINGEN* (*FWA*) gene causes stable *fwa* epialleles that have been found in flowering-time mutant screens (7) and in strong DNA methylation mutants (2, 4, 8). This loss of 5mC at the *FWA* promoter activates *FWA* expression that is responsible for the late-flowering phenotype observed in *fwa* epialleles (4). DNA methylation in plants occurs in different cytosine contexts -CG, CHG, and CHH- (where H is A, T, or C) and is controlled by different DNA methyltransferases (DNMTs). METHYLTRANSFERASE 1 (MET1), a homolog of DNA methyltransferase 1 (DNMT1), is responsible for the maintenance of symmetric methylation in the CG context (9). CHROMOMETHYLASE 3 (CMT3) and CHROMOMETHYLASE 2 (CMT2) are responsible for the maintenance of CHG and CHH methylation, respectively, at pericentromeric regions and long TEs (10–13). Finally, DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), a homolog of DNA methyltransferase 3 (DNMT3), is involved in the maintenance of CHH at borders of long TEs in pericentromeric heterochromatin as well as small TEs in euchromatin (10, 13–16), and represents the last step of the de novo methylation pathway in plants, called RNA-directed DNA methylation (RdDM) (17). Plants also have an active DNA demethylation system driven by REPRESSOR OF SILENCING 1 (ROS1) and three other related glycosylase/lyase enzymes (18–20). These enzymes recognize DNA methylcytosines and initiate DNA demethylation through a base excision-repair process (21).

Thus far, studies aiming to understand the effect of DNA methylation on gene expression have relied on the use of mutants defective in genes involved in the DNA methylation machinery, or chemicals to inhibit methylation maintenance, such as 5-azacytidine or zebularine (8, 22–24). Both approaches, genetic and chemical, have the disadvantage of affecting DNA methylation at a genome-wide scale, making it difficult to study the impact of DNA methylation on gene expression and chromatin at specific loci. Therefore, it is important to create tools in plants that allow the manipulation of DNA methylation in a more locus-specific manner.

A previous study in *Arabidopsis* has shown that a fusion of the RdDM component SU(VAR)3-9 HOMOLOG 9 (SUVH9) to an artificial zinc finger designed to target the *FWA* promoter (ZF108) is able to target methylation to the *FWA* promoter, silencing *FWA* expression and rescuing the late-flowering phenotype of the *fwa-4* epiallele (25). Unfortunately, no equivalent tool has been developed in plants for targeted DNA demethylation.

In animals, controlled removal of 5mC by TEN-ELEVEN TRANSLOCATION1 (TET1) has been achieved through targeting the human TET1 catalytic domain (TET1cd) to specific regions of the genome by fusing it to DNA binding domains such as ZFs, TAL effectors, or CRISPR/dCas9 (26–34).

TET1 causes demethylation of DNA through oxidation of 5mC to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) (35). This is followed by either the passive removal of methylation through the failure of DNA methylation maintenance after DNA replication or the active removal of DNA methylation by glycosylase-mediated base excision repair (36). While plants do not contain TET enzymes, a previous study has shown that overexpression of the human TET3 catalytic domain in *Arabidopsis* can cause changes in DNA methylation levels at rDNA loci (37). However, both hypermethylation and hypomethylation were observed in this study, making the results difficult to interpret, and only effects at rDNA loci were examined. This finding suggests that while TET enzymes may potentially be used in plants to manipulate DNA methylation, improved strategies are needed to use TET enzymes to manipulate 5mC in a locus-specific manner.

In this work, we describe the development of different tools to target locus-specific DNA demethylation in *Arabidopsis*. We have fused human TET1cd to artificial ZFs designed to target two different loci in the *Arabidopsis* genome. We have also adapted the CRISPR/dCas9 SunTag system to target DNA demethylation in plants (26, 38). Using both targeting platforms—ZF or SunTag—we observe precise DNA demethylation and associated changes in gene expression over the targeted regions, with only small effects on genome-wide methylation or gene expression. The development of tools for targeted demethylation in plants creates exciting avenues for the study of locus-specific effects of DNA methylation on gene expression and the chromatin landscape. These tools should also allow for the generation of new epialleles, and the manipulation of TE expression levels to create insertional mutations and study genome evolution.

## Results and Discussion

### Expression of ZF108–TET1cd Causes Late Flowering and *FWA* Activation.

In animals, targeted removal of 5mC has been achieved by using the human TET1cd (26–34). To test if TET1cd can be used in plants for targeted demethylation, we fused human TET1cd to ZF108 and expressed the fusion under the control of the constitutive *UBIQUITIN 10* (*UBQ10*) promoter from *Arabidopsis* (Fig. 1*A*). ZF108 was previously shown to target DNA methylation to the promoter of the *FWA* gene when fused to the RdDM component SUVH9 (25). The *FWA* promoter is normally methylated in wild-type Col-0 plants, causing silencing of *FWA*. Demethylation of the promoter in *met1* mutants or *fwa-4* epialleles is heritable over generations, triggers the ectopic expression of *FWA*, and causes a late-flowering phenotype (4). Therefore, this methylation-dependent visual phenotype can be exploited as a readout for successful targeted demethylation. We screened T1 plants expressing ZF108–TET1cd in the Col-0 background and found 25 of 57 that displayed a late-flowering phenotype, suggesting *FWA* activation (Fig. 1*B*).

**Fig. 1.**
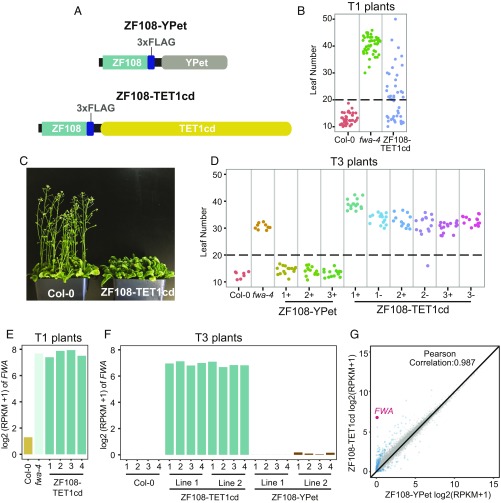
ZF108–TET1cd expression causes heritable late flowering and *FWA* up-regulation. (*A*) Schematic representation of the ZF108–YPet (*Upper*) and the ZF108–TET1cd fusions (*Lower*). (*B*) Flowering time of Col-0, *fwa-4*, and ZF108–TET1cd T1 plants. (*C*) Col-0 plants and a representative ZF108–TET1cd T3 line grown side by side to illustrate the differences in flowering time. (*D*) Flowering time of Col-0, *fwa-4*, three independent lines containing ZF108–YPet and three independent lines of ZF108–TET1cd. For each independent ZF108–TET1cd line, two different T3 populations were scored, one containing the ZF108–TET1cd transgene (+) and one that had the transgene segregated away in the T2 generation (−). For *B* and *D*, individual plants are depicted as colored dots. Leaf number corresponds to the total number of rosette and caulinar leaves after flowering. All plants above the dashed line are considered late flowering. (*E*) Bar graph showing *FWA* expression of one plant of Col-0, *fwa-4*, and four representative late-flowering T1 plants expressing ZF108–TET1cd. (*F*) Bar graph showing *FWA* expression of four biological replicates of Col-0 plants and two representative T3 lines expressing ZF108–TET1cd and ZF108–YPet. (*G*) Scatterplot comparing gene expression of ZF108–TET1cd lines and ZF108–YPet lines. Values were calculated using four biological replicates of two independent lines for ZF108–TET1cd and ZF108–YPet. Gray dots indicate nondifferentially expressed genes. Blue dots indicate differentially expressed genes. A fourfold change and false-discovery rate less than 0.05 was used as a cutoff. *FWA* expression is highlighted in red.

We then studied the stability of the late-flowering phenotype over generations by analyzing the flowering time of T3 lines that either retained the ZF108–TET1cd transgene (T3^+^) or had the transgene segregated away in the T2 generation (T3^−^). Both T3^+^ and T3^−^ lines retained a late-flowering phenotype, consistent with a loss of methylation at the *FWA* promoter (Fig. 1*C*). Importantly, control plants expressing a fusion of ZF108 to the fluorescent protein YPet (ZF108–YPet) (39) did not show any effect on flowering time, suggesting that the late-flowering phenotype observed is not simply a consequence of ZF108 binding to the *FWA* promoter (Fig. 1*D*).

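RNA-seq libraries of the ZF108 experiment came from single T1 plants, the generation grown directly from the transformed seed, and from T3 lines descended from such plants. ZF108 is an artificial zinc finger protein that binds the *FWA* promoter, and YPet, a fluorescent protein, takes the place of TET1cd in the control fusion. The authors prepared the libraries with the Neoprep stranded mRNA-seq kit, aligned the reads with Tophat to the TAIR10 gene annotation and then to the TAIR10 genome, kept only reads with a single location, and counted the reads on each gene with HTSeq. The deposited values are these counts for each gene, without normalization.

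Each sample was assigned to a condition only where its label and the name of its deposited file gave the same condition. In 31 of the 38 RNA-seq samples of the study, the labels and the file names were shifted against each other by 1 position. The shift changed the condition of 9 samples, which were left out. In the ZF108 experiment, 3 ZF108–TET1cd T1 plants, sampled as inflorescences, 3 Col-0 T3 samples, 7 ZF108–YPet T3 samples and 7 ZF108–TET1cd T3 samples remained, the T3 samples being leaves. The paper gives 4 T1 plants, 4 replicates of Col-0 and 4 replicates of each of 2 lines per construct. No sample of Col-0 or *fwa-4* from the T1 part could be assigned. The line was undisputed in 6 samples of each construct, 3 per line, and replicate numbers are those of the labels.

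Reads counted on genes numbered from 28348157 to 36316330 in the ZF108–TET1cd T1 plants (median 29572719), from 14159349 to 35490119 in Col-0 T3 (median 18429472), from 14086391 to 20873224 in ZF108–YPet T3 (median 19167350) and from 14632068 to 30588522 in ZF108–TET1cd T3 (median 22939279). Library size separated the ZF108–TET1cd lines, since line 1 had from 14632068 to 17231908 reads and line 2 from 26965550 to 30588522. For each sample, RPKM was computed from the exon length and the total of reads counted on genes, and was expressed as log2(RPKM + 1). Exon lengths were available for 97.7% of the genes. Differences between groups were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, with the authors' cutoff of a 4-fold change, or 2 on the log2 scale, and a false-discovery rate below 0.05. Standard errors of log2 fold changes are those implied by the test's F statistic. The chi-square statistic between replicates of the same group was at least 8.13 per gene in all 54 pairs, so no pair of libraries differed by sampling noise alone.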

To test if the late-flowering phenotype observed was due to *FWA* up-regulation, we performed RNA-seq of Col-0, *fwa-4*, and four representative late-flowering T1 plants expressing ZF108–TET1cd (Fig. 1*E*), as well as four biological replicates of Col-0, and two representative T3 lines expressing ZF108–TET1cd or ZF108–YPet (Fig. 1*F*). 

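*FWA* (AT4G25530) lies on chromosome 4 of TAIR10.1 from 13038360 to 13042464 on the plus strand, with 10 exons that total 2469 bp. In the ZF108–TET1cd T1 plants, its expression was 7.82 ± 0.30 as log2(RPKM + 1) (SD, n = 3), or 228 ± 44.4 RPKM. In T3 leaves, ZF108–TET1cd samples reached 6.89 ± 0.17 (SD, n = 7), or 119 ± 13.4 RPKM. Line 1 had a mean of 6.95 ± 0.16 (SD, n = 3) and line 2 a mean of 6.81 ± 0.20 (SD, n = 3), so the lines differed by less than the spread of their replicates. None of the 3 Col-0 T3 samples had a read on *FWA*, and the smallest RPKM that 3 reads could show at their depth ranged from 0.0342 to 0.0858. Among the ZF108–YPet T3 samples, 6 had no *FWA* read and 1 had a single read, giving a group mean of 0.0047 ± 0.0123 (SD, n = 7) as log2(RPKM + 1) at floors from 0.0582 to 0.0863 RPKM. The lowest ZF108–TET1cd T3 sample was at 6.59 and the highest ZF108–YPet T3 sample at 0.0326.

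The difference between ZF108–TET1cd and ZF108–YPet T3 samples was 6.89 (exact permutation test, p = 0.000582751, the smallest p that 7 samples against 7 allow). Against the 3 Col-0 T3 samples it was also 6.89 (exact permutation test, p = 0.0166667, the smallest p that 7 against 3 allow). ZF108–YPet and Col-0 could not be separated at this depth (difference 0.0047, exact permutation test, p = 1). The 7 samples of each construct come from 2 lines. These tests treat them as independent and do not measure the spread between lines. On the counts, edgeR gave a log2 fold change of 14.26 over ZF108–YPet (standard error 0.25, adjusted p = 8.55e-16) and of 15.48 over Col-0 (standard error 0.39, adjusted p = 2.93e-13). Fold changes over groups with almost no reads depend on the small count that edgeR adds. The standard errors implied by the F statistic do not include that dependence. With DESeq2, another test on counts, the standard errors were 0.78 over ZF108–YPet and 1.18 over Col-0. Taking the pairing from the replicate numbers in the labels and fitting the number as a block gave 14.27 over ZF108–YPet and 15.54 over Col-0. Across 17009 genes, deviations from the group mean correlated with a mean r of 0.027 for samples with the same number and -0.015 for samples with different numbers.

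A pseudocount of 0.1 in place of 1 moved the Col-0 T3 mean furthest, to -3.32, and assigning every sample by its label alone, disputed samples included, gave 6.03 in ZF108–TET1cd T3 and 1.897 in Col-0 T3. Assigning every sample by its file name alone gave 6.85 in ZF108–TET1cd T3 and 0 in Col-0 T3. The *fwa-4* plant sequenced with these T1 plants was among the samples left out, so the comparison with *fwa-4* in this experiment is not analysed here. From *FWA* expression far above Col-0 and ZF108–YPet and a level like that of *fwa-4*, the paper reasons that *FWA* overexpression caused the late-flowering phenotype.

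**Figure D1:**
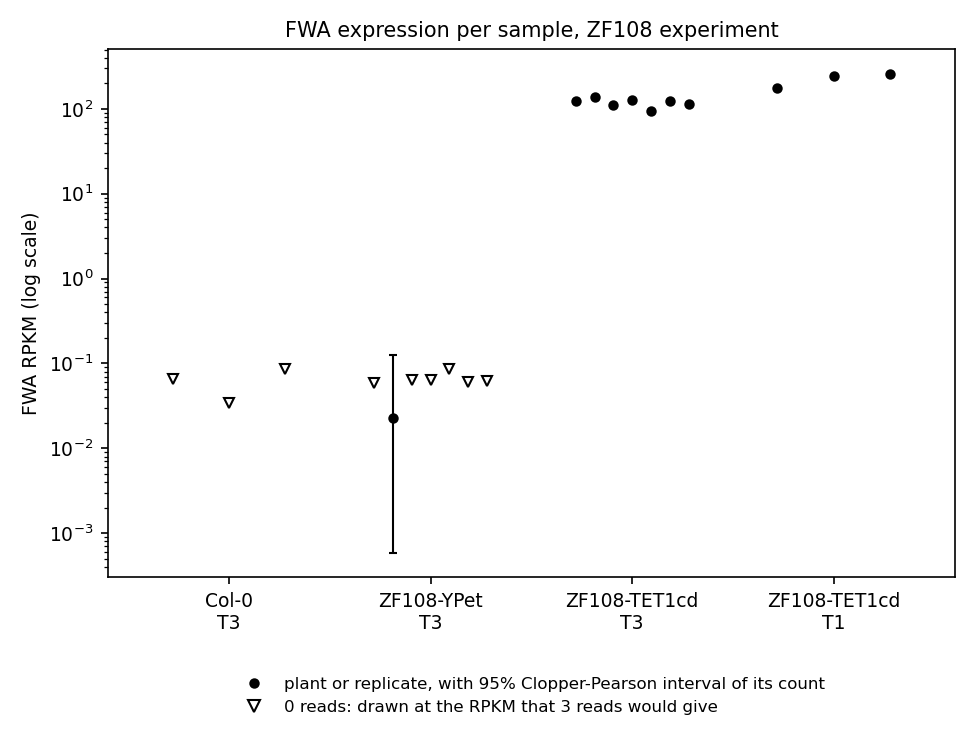
*FWA* RPKM on a log axis for each sample of the ZF108 experiment, by group on the horizontal axis, with 95% Clopper-Pearson intervals of each count, which are narrower than the points at high expression. All 7 ZF108–TET1cd T3 samples and all 3 T1 plants lie between 95.5 and 259 RPKM, and samples with 0 reads are drawn as open triangles at the RPKM that 3 reads would give.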

*FWA* expression was dramatically increased in ZF108–TET1cd compared with Col-0 and ZF108–YPet and had a similar expression level as *fwa-4*, indicating that the late-flowering phenotype observed was due to *FWA* overexpression (Fig. 1 *E* and *F*). A genome-wide gene-expression analysis showed very few additional changes and revealed *FWA* as the most up-regulated gene in the ZF108–TET1cd lines compared with ZF108–YPet control lines (Fig. 1*G*). 

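In this comparison, 17970 genes were tested across the 7 ZF108–TET1cd and 7 ZF108–YPet T3 samples. The cutoff was passed by 59 up-regulated and 19 down-regulated genes, 2 of the up-regulated genes being of the annotated pseudogene class. *FWA* ranked 1 among the up-regulated genes, with a log2 fold change of 14.26 (standard error 0.25, adjusted p = 8.55e-16). It was followed by AT3G01345 at 9.21 (standard error 1.51, adjusted p = 0.00206) and *SADHU3-2* (AT3G42658) at 7.42 (standard error 0.57, adjusted p = 3.34e-06). *NRT1.8* (AT4G21680) was higher by 5.43 and *MRD1* (AT1G53480) by 5.21 on the log2 scale. For *MRD1*, this difference came from a low level in ZF108–YPet and not from a rise over Col-0. Its mean CPM, a count scaled to library size, was 1.70 in ZF108–TET1cd, 1.58 in Col-0 T3 and 0.0364 in ZF108–YPet. The log2 fold change of *MRD1* in ZF108–YPet against Col-0 T3 was -5.30. The largest decreases were in *GLC* (AT1G65450) at -4.13 (standard error 0.51, adjusted p = 0.000445), *FT* (AT1G65480) at -3.37 (standard error 0.44, adjusted p = 0.00057) and *AGL8* (AT5G60910) at -3.18 (standard error 0.19, adjusted p = 8.95e-08). *UMAMIT36* (AT1G70260) changed by -2.85 and AT5G52940 by -2.68. All of these genes differed from ZF108–YPet in the same direction in 7 of 7 ZF108–TET1cd samples. The other genes that the paper names in its text (*MET1*, *CMT2*, *CMT3*, *DRM2*, *ROS1*, *SUVH2*, *SUVH9*, *UBQ10* and *IPP2*) stayed within the cutoff, with log2 fold changes from -0.41 for *IPP2* to 0.63 for *CMT3*.

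Across the 32827 genes with an exon length, the group means of RPKM, as log2(RPKM + 1), correlated with a Pearson r of 0.993. Genes are not independent replicates, and no p-value was computed for it. With the replicate number as a block, 58 genes were up-regulated and 19 down-regulated, the pairing being that of the labels (mean r between deviations 0.027 within a number and -0.015 between numbers). With the line nested in the construct, 130 genes were up-regulated and 43 down-regulated. All of these fits take samples as units, so none tests the construct against the spread between lines. The counts were moved most by dropping the fold-change requirement, which left 759 up-regulated and 1366 down-regulated genes at a false-discovery rate below 0.05. The paper takes the small number of genes past its cutoff, with *FWA* the most up-regulated, as a measure of how few other genes changed.

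**Figure D2:**
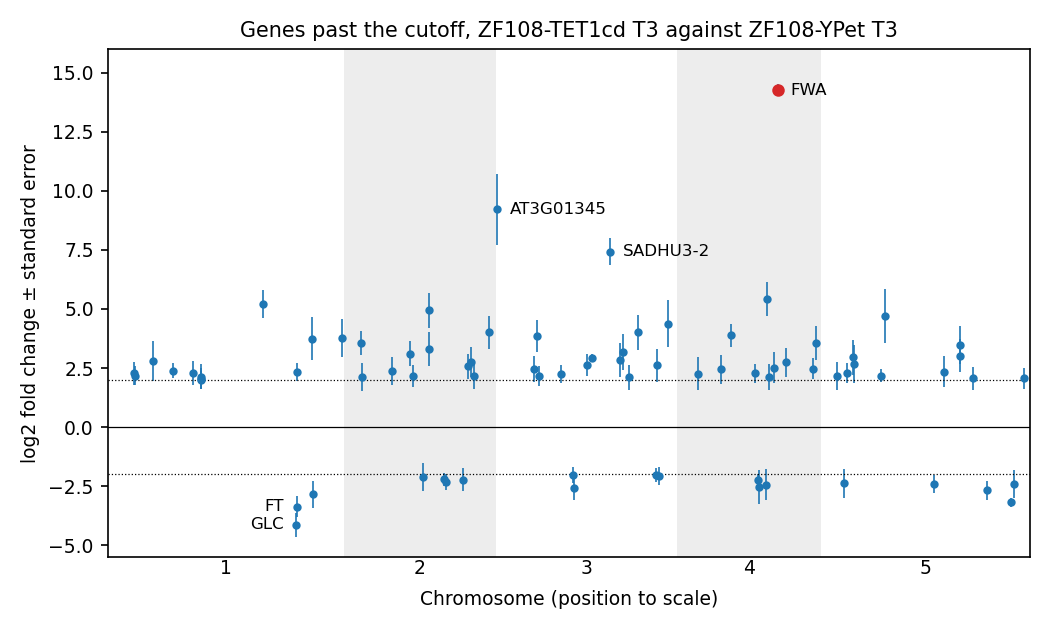
Genes past the cutoff in ZF108–TET1cd T3 against ZF108–YPet T3 leaves, by position on the 5 chromosomes (horizontal axis, to scale) and log2 fold change (vertical axis). Bars are the standard errors implied by the F statistic, and dotted lines mark the cutoff of 2 in either direction. The 59 up-regulated and 19 down-regulated genes are spread over all chromosomes, and *FWA*, in red, stands at 14.26.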

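Expression beyond *FWA* was also examined near the target and against Col-0. Genes changed there may be off-target effects or may follow from *FWA* expression and late flowering, which these comparisons cannot separate. Within 50 kb of *FWA*, the annotation has 33 other genes, of which 21 had enough reads to be tested between ZF108–TET1cd and ZF108–YPet T3 leaves. None of them passed the cutoff, and their log2 fold changes ranged from -0.89 to 0.45, with 1 gene below a false-discovery rate of 0.05. Against the 3 Col-0 T3 samples, 147 genes were up-regulated and 49 down-regulated in ZF108–TET1cd T3 among 18770 tested. ZF108–YPet T3 differed from the same Col-0 samples in 1 up-regulated gene, AT2G32280 (log2 fold change 2.31, adjusted p = 0.0426 from edgeR's test), and 1 down-regulated gene, *MRD1* (-5.30, adjusted p = 0.0103 from the same test). With the replicate number of the labels as a block (mean r 0.027 within and -0.015 between numbers), these counts were 163 and 52 for ZF108–TET1cd, and 0 and 1 for ZF108–YPet.

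Lines of the same construct were compared as 3 samples against 3. Between the 2 ZF108–TET1cd lines 50 genes passed the cutoff, and none did between the 2 ZF108–YPet lines. Every other split of the same 6 ZF108–TET1cd samples gave 0 genes, but with 10 possible splits a share below 0.1 cannot be reached. *FWA* did not differ between the ZF108–TET1cd lines (log2 fold change 0.018, adjusted p = 0.949 from edgeR's test). AT3G01345 did, at 6.80 (adjusted p = 0.00519). Compared with the ZF108–YPet line of the same number, line 1 had 7 up-regulated and 2 down-regulated genes and line 2, with the deeper libraries, 122 and 73. Leaving out 1 replicate at a time moved the count between the ZF108–TET1cd lines most, from 7 to 155 genes. The paper reads its expression results, tentatively, as a sign that methylation was removed at the *FWA* promoter with very few off-target effects.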

These results suggest successful removal of methylation at the *FWA* promoter and, importantly, very few off-target effects due to ZF108–TET1cd expression.

### Targeted Demethylation at the *FWA* Promoter Is Specific and Heritable.

We then analyzed methylation levels at the *FWA* promoter by McrBC digestion in different ZF108–TET1cd late-flowering T1 plants. All lines showed a large reduction in DNA methylation, similar to that observed in *fwa-4* plants (Fig. S1). To confirm these results, we performed whole-genome bisulfite sequencing (WGBS) of Col-0, four representative T1 ZF108–TET1cd plants, as well as two representative T3 ZF108–TET1cd lines, including one T3^+^ and one T3^−^. We observed complete demethylation over the *FWA* promoter in all four representative T1 lines, resembling the methylation pattern seen in *fwa-4* (Fig. 2*A* and Fig. S2*A*). Additionally, both T3^+^ and T3^−^ lines showed complete demethylation of the *FWA* promoter (Fig. 2*A* and Fig. S2*A*), indicating that the targeted DNA demethylation is heritable, even in the absence of the transgene. Interestingly, loss of methylation spanned the entire methylated region of the *FWA* promoter—∼500 base pairs (bp)—including cytosines a few hundred base pairs away from the ZF108 binding sites. To assess the specificity of TET1cd-mediated demethylation, we looked at methylation levels in a larger region flanking the *FWA* gene (Fig. S2*B*), as well as analyzed genome-wide methylation levels (Fig. 2 *B* and *C* and Fig. S3). We found that genome-wide CG, CHG, and CHH methylation levels were very similar to the wild-type Col-0 control, indicating that targeted demethylation using ZF108–TET1cd was very specific. These results are consistent with the RNA-seq results presented in Fig. 1*G* that showed very few changes in genome-wide expression patterns in plants expressing ZF108–TET1cd compared with controls.

**Fig. 2.**
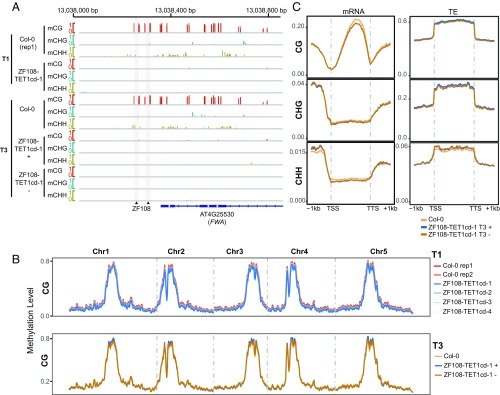
Targeted demethylation at the *FWA* promoter is specific and heritable. (*A*) Screenshot of CG, CHG, and CHH methylation levels over the *FWA* promoter in Col-0 and a representative ZF108–TET1cd T1 line (*Upper*). Screenshot of CG, CHG, and CHH methylation levels over the *FWA* promoter in Col-0 and a representative ZF108–TET1cd T3 line for which WGBS was done in a plant containing the ZF108–TET1cd construct [ZF108-TET1cd-1 (+)] and in a plant that had segregated away the transgene already in the T2 generation [ZF108–TET1cd-1 (−)] (*Lower*). Gray vertical lines indicate the ZF108 binding sites in the *FWA* promoter. 5′ proximal representation of the *FWA* transcribed region is depicted in blue with filled squares indicating the UTRs and diamond lines indicating introns. (*B*) Genome-wide distribution of CG methylation in two Col-0 plants and four representative T1 ZF108–TET1cd plants (*Upper*) as well as one Col-0 plant and one T3 plant containing the ZF108–TET1cd-1 (+) and a T3 plant that had segregated away the transgene already in the T2 generation [ZF108-TET1cd-1 (−)] (*Lower*). (*C*) Metaplot of CG, CHG, and CHH methylation levels over protein coding genes and TEs in Col-0, ZF108–TET1cd-1 (+) and ZF108–TET1cd-1 (−) T3 plants. Methylation level is depicted on the *y* axis of all graphs.

### Targeted Demethylation at the *CACTA1* Promoter Using ZFCACTA1–TET1cd Fusions.

To test the ability of the ZF–TET1cd fusions to target demethylation at a heterochromatic locus, we fused TET1cd to two ZFs (ZF1CACTA1 and ZF2CACTA1) designed to target the promoter region of *CACTA1*, a TE that resides in an area of the genome with a very high level of DNA methylation and H3K9me2 (40, 41). Five and nine independent T1 plants containing ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd, respectively, were screened for demethylation at the *CACTA1* promoter by McrBC. The ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd T1 lines showing the greatest demethylation were selected for further analysis by WGBS (Fig. 3 *A* and *B*). Compared with Col-0, ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd plants showed a loss of methylation in all three sequence contexts that extended up to 2 kb upstream of the ZF binding sites (Fig. 3 *A* and *B*). To assess the specificity of ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd targeted demethylation, we analyzed genome-wide methylation levels (Fig. S4*A*) and methylation over all protein-coding genes or TEs (Fig. S4*B*). We found that methylation across the entire genome was slightly reduced compared with the Col-0 control in both the ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd lines, indicating a partial nonspecific global demethylation.

**Fig. 3.**
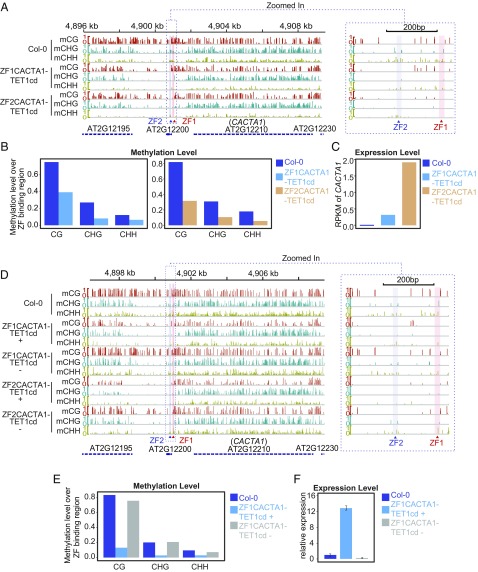
Targeted demethylation of *CACTA1* using ZF–TET1cd fusions. (*A*) Screenshot showing CG, CHG, and CHH methylation over the *CACTA1* region in Col-0, and one T1 plant each for ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd. (*B*) Bar graphs depicting the methylation levels in the region comprising 200 bp upstream and downstream of the ZF1CACTA1 or ZF2CACTA1 binding sites for Col-0 and one representative T1 plant of ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd. (*C*) Bar graph showing *CACTA1* expression in Col-0 and one representative T1 plant of ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd. RPKM values are indicated. (*D*) Screenshot showing CG, CHG, and CHH methylation over the *CACTA1* region in Col-0, and one T2 plant containing the transgene (+) and one that had segregated it away (−) for ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd lines. In *A* and *D*, a red vertical line indicates the ZF1 binding site and a purple vertical line indicates the ZF2 binding site in the promoter region of *CACTA1*. A zoom in of the targeted region is shown (*Right*). Methylation level is shown for WGBS. (*E*) Bar graph depicting the methylation levels in the region comprising 200 bp upstream and downstream of the ZF1CACTA1 binding site for Col-0 and one T2 plant containing the ZF1CACTA1–TET1cd transgene (+) or one that had segregated it away (−). (*F*) Bar graph showing relative expression by qRT-PCR of *CACTA1* over *IPP2* in Col-0, one T2 plant containing the ZF1CACTA1–TET1cd transgene (+) or one that had it segregated away (−). Mean values ± SD (*n* = 2, technical replicates).

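For the *CACTA1* experiment, the authors used the TruSeq Stranded mRNA-seq kit and the same alignment and counting as in the ZF108 experiment, and the deposited values are again counts per gene. There is 1 T1 plant for ZF1CACTA1–TET1cd, with 26002644 reads counted on genes, and 1 for ZF2CACTA1–TET1cd, with 24600194, both sampled as leaves. The label and the file name gave the same condition for both plants. The labels name no Col-0 RNA-seq library for this experiment, so the 4 assigned Col-0 T1 leaf libraries sequenced for the SunTag experiment with the same kit serve as the control. They had from 28810199 to 55510537 reads (median 42754800). A difference between the experiments and the effect of a construct cannot be told apart in this comparison.

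All 9 assigned leaf T1 libraries entered a single edgeR fit of 22300 genes. The spread between plants comes from the Col-0 replicates alone, since every other group has a single plant. Among these, the chi-square statistic per gene was 29.3 between replicates 2 and 3 and 95.8 between replicates 4 and 5. Across these pairs it ranged from 308 to 394. The fit does not model this division, which therefore enters the spread. Counts of *CACTA1* were also compared by Fisher's exact test, plant against the pooled Col-0 plants, within a family of 30 such tests adjusted by the Benjamini-Hochberg method. That test covers sampling noise only, not the variation between plants. Reads that aligned to more than 1 place are left out of the counts. They numbered 38.8 per 100 reads on genes in the ZF2CACTA1–TET1cd library and from 5.14 to 11.2 in the other leaf T1 libraries.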

Next, we performed RNA-seq to test if targeted demethylation had an impact on *CACTA1* expression. In both lines tested, a significant increase in *CACTA1* transcript levels was observed (Fig. 3*C*), indicating that targeted demethylation at this region is sufficient to reactivate *CACTA1* expression.

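*CACTA1* (AT2G12210) lies on chromosome 2 of TAIR10.1 from 4902163 to 4908827 on the plus strand and is annotated there as a pseudogene of 1 exon. The ZF1CACTA1–TET1cd plant had 332 *CACTA1* reads, or 1.92 RPKM (no replicates, 95% Clopper-Pearson interval from 1.72 to 2.13). The ZF2CACTA1–TET1cd plant had 52 reads, or 0.317 RPKM (no replicates, interval from 0.237 to 0.416). In Col-0, the 4 plants had 4 reads in all among 169830380, a mean of 0.0033 ± 0.0040 RPKM (SD, n = 4), and 2 of them had none. The smallest RPKM that 3 reads could show in those plants ranged from 0.0081 to 0.0156.

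As a share of reads, *CACTA1* was 542 times more frequent in the ZF1CACTA1–TET1cd plant than in Col-0 (Fisher's exact test, p = 2.24e-283, adjusted p = 1.68e-282) and 89.7 times more frequent in the ZF2CACTA1–TET1cd plant (Fisher's exact test, p = 4.44e-42, adjusted p = 2.22e-41). The ratio between the ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd plants was 6.04 (Fisher's exact test, p = 6.83e-48). With 1 plant each, that test covers sampling noise only. In Fig. 3C, read by eye, the order is the reverse, about 0.35 RPKM for ZF1CACTA1–TET1cd and about 1.9 for ZF2CACTA1–TET1cd. An exchange of these plants, in the figure or in the data, is not excluded, so the difference between them is open to doubt. In edgeR's test, which includes the spread between Col-0 plants, the log2 fold change was 8.75 for ZF1CACTA1–TET1cd (standard error 1.20, adjusted p = 0.0470) and 6.18 for ZF2CACTA1–TET1cd (standard error 1.17, adjusted p = 0.0974), so only the former was below 0.05. When Col-0 plants were left out in turn, the value for ZF1CACTA1–TET1cd ranged from 8.33 to 9.78 and for ZF2CACTA1–TET1cd from 5.75 to 7.20. With only 3 Col-0 plants neither was below 0.05. ZF2CACTA1–TET1cd was below 0.05 with DESeq2 (log2 fold change 6.42). It was also below 0.05 with every sample assigned by its label (6.42) or by its file name (6.43).

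Related sequences affect what the *CACTA1* counts include. AT2G11060, on chromosome 2 from 4386371 to 4389560, matches both qRT-PCR primers for *CACTA1* exactly. It had 63 reads in the ZF1CACTA1–TET1cd plant, 2 in the ZF2CACTA1–TET1cd plant and 0 in Col-0. Reads that fit both genes are not counted, so the counts of each are lower bounds. AT2G12195, upstream of *CACTA1*, had log2 fold changes of 6.57 (adjusted p = 0.153) and 5.10 (adjusted p = 0.252) in the ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd plants in edgeR's test. Within 50 kb of *CACTA1* the annotation has 28 other genes, of which 14 were tested. Their log2 fold changes ranged from -1.67 to 10.5 in the ZF1CACTA1–TET1cd plant and from -2.37 to 12.1 in the ZF2CACTA1–TET1cd plant, and 1 gene, AT2G12300, passed the cutoff in each, at 9.83 (adjusted p = 0.0345 from edgeR's test) and 10.46 (adjusted p = 0.0389). In *fwa-4*, which was not targeted at this region, they ranged from -2.92 to 11.5 and none passed it. From higher *CACTA1* transcript levels in both lines, the paper concludes that demethylation of the targeted region is enough to reactivate *CACTA1*.

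**Figure D3:**
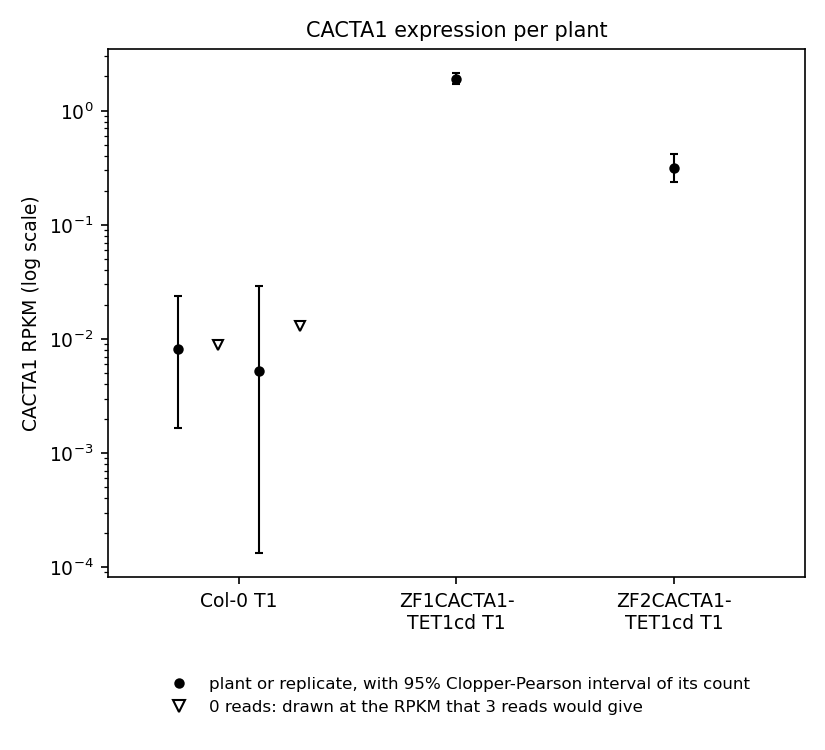
*CACTA1* RPKM on a log axis for each of 6 leaf T1 plants, by group on the horizontal axis, with 95% Clopper-Pearson intervals of the counts; open triangles mark plants with 0 reads at the RPKM that 3 reads would give. The ZF1CACTA1–TET1cd plant (1.92) and the ZF2CACTA1–TET1cd plant (0.317) lie above every Col-0 plant. Fig. 3C shows the ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd plants in the reverse order.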

To test heritability of targeted demethylation in these lines, we performed WGBS on T2 plants containing the transgene (+) or T2 plants that had segregated it away (−). Plants that had lost the ZFCACTA1–TET1cd transgenes showed reestablishment of methylation to levels similar to Col-0 control (Fig. 3 *D* and *E*). This is in contrast to *FWA*, where methylation loss was stable in the absence of the transgene, and is likely a consequence of the incomplete removal of DNA methylation at the *CACTA1* region that is then able to attract the methylation machinery through self-reinforcing mechanisms (25). To study if this recovery of methylation in the absence of the transgene translates to the resilencing of *CACTA1*, we analyzed the expression of *CACTA1* in ZF1CACTA1–TET1cd (+) and (−) plants. Consistent with the methylation levels observed, *CACTA1* expression was detected in the presence of the transgene, while its expression was silenced to wild-type levels in the absence of ZF1CACTA1–TET1cd (Fig. 3*F*).

Interestingly, T2 plants containing the transgenes showed an increase in global demethylation compared with T1 plants (Fig. S4 *A* and *C*), indicating that the continuous presence of the transgene over generations can increase genome-wide effects. Moreover, consistent with the recovery of methylation in the absence of the transgene observed within the *CACTA1* region, global methylation returned to wild-type levels when the transgene was lost (Fig. S4 *C* and *D*).

### Targeted Demethylation at the *FWA* Promoter Using SunTag–TET1cd.

While ZFs can efficiently target demethylation to specific loci in the genome, the design of new ZFs can be laborious and expensive. We therefore developed a plant-optimized CRISPR/dCas9-based SunTag–TET1cd system similar to one previously used to target demethylation in animals and shown to be more effective than direct fusions of TET1cd to dCas9 (26). In this system, dCas9 is fused to a C-terminal tail containing a variable number of tandem copies of peptide epitopes (GCN4). In a separate module, a single-chain variable fragment (scFv) antibody that recognizes the peptide epitopes is fused to a superfolder-GFP (sfGFP) followed by an effector protein (38) (Fig. 4*A*). We adapted the SunTag–TET1cd system for use in *Arabidopsis* by expressing both the dCas9 and the scFv modules under the control of the constitutive *UBQ10* promoter. We created two versions of the epitope tail fused to dCas9, one containing a 22-aa linker separating each epitope similar to the one used in Morita et al. (26), and one containing a 14-aa linker separating each epitope (Fig. 4*A*). To preserve the components used in previous successful SunTag constructs, we cloned TET1cd downstream of the scFv-sfGFP module, and added two SV40-type nuclear localization signals (NLSs) to allow plant nuclear localization. We utilized a single gRNA (FWAg4) driven by the U6 promoter designed to target the ZF108 binding sequence in the *FWA* promoter. Two of nine Col-0 transgenic plants containing SunTag–FWAg4–22aa-TET1cd (SunTagFWAg4-22aa) and two of three Col-0 transgenic plants containing SunTag–FWAg4–14aa-TET1cd (SunTagFWAg4-14aa) showed a late-flowering phenotype. 

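The SunTag libraries were made with the TruSeq Stranded mRNA-seq kit from leaves of T1 plants, and the authors deposited HTSeq counts per gene made in the same way as for the ZF experiments. SunTagFWAg4-14aa and SunTagFWAg4-22aa differ in the length of the linker between the peptide epitopes that recruit TET1cd to dCas9. The label and the file name gave the same condition for 1 SunTagFWAg4-14aa plant (39434160 reads counted on genes), 1 SunTagFWAg4-22aa plant (54372578 reads), 1 *fwa-4* plant (28135266 reads) and 4 Col-0 plants (from 28810199 to 55510537 reads, median 42754800). The paper shows 2 plants per SunTag construct and 5 Col-0 plants in Fig. 4B, and the remaining ones were left out because their labels and file names name different conditions. RPKM was computed from the total of reads counted on genes, and the counts were tested with edgeR in the fit of all 9 assigned leaf T1 libraries.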

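*FWA* had 11036 reads in the SunTagFWAg4-14aa plant, or 113 RPKM (no replicates, 95% Clopper-Pearson interval from 111 to 115), and 17289 reads in the SunTagFWAg4-22aa plant, or 129 RPKM (no replicates, interval from 127 to 131). The *fwa-4* plant had 6413 reads, or 92.3 RPKM (no replicates, interval from 90.1 to 94.6). As log2(RPKM + 1), these are 6.84, 7.02 and 6.54. Both SunTag plants thus lay above *fwa-4* by more than their sampling intervals, but with 1 plant each the variation between plants is unknown. The 4 Col-0 plants had 1, 2, 0 and 0 *FWA* reads, with a mean of 0.0083 ± 0.0108 (SD, n = 4) on the log2 scale and a highest value of 0.0227.

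The SunTag plants together differed from Col-0 by 6.92 on this scale (exact permutation test, p = 0.133333, the smallest p that 2 plants against 4 allow). In edgeR's test, the log2 fold change of *FWA* was 13.96 for the SunTag plants together (standard error 0.61, adjusted p = 0.0321). For the SunTagFWAg4-14aa plant alone it was 13.90 (adjusted p = 0.0578 in edgeR's test), for the SunTagFWAg4-22aa plant alone 14.03 (adjusted p = 0.0536) and for *fwa-4* 13.16 (adjusted p = 0.0072). Assignment by the label alone, which adds the disputed samples, lowered the joint value to 2.65, more than any other alternative did. Assignment by the file name alone, which also adds disputed samples, gave 12.99. The paper sets this overexpression, which it describes as similar to *fwa-4*, beside the late-flowering phenotype of these plants.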

Consistent with this phenotype, RNA-seq on two SunTagFWAg4-22aa and SunTagFWAg4-14aa T1 late-flowering plants showed dramatic *FWA* overexpression similar to that of *fwa-4* (Fig. 4*B*). In addition, quantification of the flowering time of a representative T2 line expressing SunTagFWAg4-22aa and one expressing SunTagFWAg4-14aa confirmed a late-flowering phenotype similar to *fwa-4* plants (Fig. 4*C*).

**Fig. 4.**
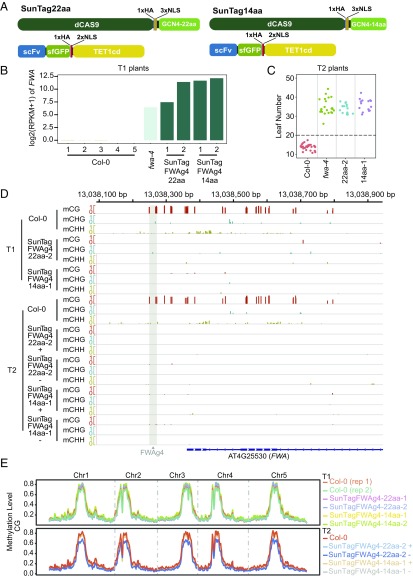
Targeted demethylation at the *FWA* promoter using SunTag-TET1cd. (*A*) Schematic representation of the SunTag-22aa (*Left*) and SunTag-14aa (*Right*) systems. (*B*) Bar graph showing *FWA* expression in five Col-0, one *fwa-4*, and two T1 plants each for SunTagFWAg4-22aa and SunTagFWAg4-14aa. (*C*) Flowering time of Col-0, *fwa-4*, and one representative SunTagFWAg4-22aa and SunTagFWAg4-14aa T2 line. (*D*) Screenshot of CG, CHG, and CHH methylation levels over the *FWA* promoter in Col-0, one representative SunTagFWAg4-22aa and SunTagFWAg4-14aa T1 line, and one representative T2 plant of the same lines containing the transgene (+) or that had segregated it away (−). A gray vertical line indicates the FWAgRNA-4 binding site (FWAg4) in the *FWA* promoter. 5′ proximal representation of the *FWA* transcribed region is depicted in blue with filled squares indicating the UTRs and diamond lines indicating introns. (*E*) Genome-wide CG methylation levels in two Col-0 plants, two T1 lines each for SunTagFWAg4-22aa and SunTagFWAg4-14aa (*Upper*), as well as one Col-0, one T2 plant containing the transgene (+) or one that had segregated it away (−) for representative SunTagFWAg4-22aa and SunTagFWAg4-14aa lines (*Lower*). Methylation level is depicted on the *y* axis.

We then performed WGBS on two SunTagFWAg4-22aa and SunTagFWAg4-14aa T1 lines and T2 progeny that had the transgene (+) or had segregated it away (−) (Fig. 4*D* and Fig. S5). In all cases, we observed efficient demethylation at the *FWA* promoter that was stable in the absence of the transgenes, suggesting that both SunTagFWAg4-22aa and SunTagFWAg4-14aa are able to target heritable demethylation at the *FWA* promoter. To study potential off-target effects, we examined methylation levels in a wider region surrounding *FWA* (Fig. S5*B*), and also analyzed genome-wide methylation (Fig. 4*E* and Fig. S6). Methylation levels over regions flanking *FWA* did not show significant changes compared with Col-0 (Fig. S5*B*). Similarly, genome-wide DNA methylation levels were similar between the SunTagFWAg4-22aa and SunTagFWAg4-14aa plants and Col-0 control (Fig. 4*E* and Fig. S6).

### Targeted Demethylation at the *CACTA1* Promoter Using SunTag–TET1cd.

To test the ability of the SunTag22aa–TET1cd fusion to target demethylation at a heterochromatic locus, we utilized a single gRNA (CACTA1g2) driven by the U6 promoter designed to target the same region that we targeted with the ZFCACTA1–TET1cd fusions (Fig. 3). Six T1 plants containing SunTagCACTA1g2-22aa-TET1cd (SunTagCACTA1g2-22aa) were screened for demethylation at the *CACTA1* promoter by McrBC. The two plants showing the greatest demethylation were selected for further analysis by WGBS (Fig. 5*A*). Consistent with the results obtained with ZFCACTA1, SunTagCACTA1g2-22aa plants showed a loss of methylation in all three sequence contexts that extended up to 2 kb upstream of the gRNA binding site (Fig. 5 *A* and *B*), causing the up-regulation of *CACTA1* expression (Fig. 5*C*). Moreover, genome-wide methylation analysis indicated no observable differences between wild-type Col-0 and the SunTagCACTA1g2-22aa lines (Fig. 5*D* and Fig. S7). Overall, these results confirm that the SunTag approach is effective for targeting demethylation in plants without a major effect on global methylation levels. We also tested the impact of expressing our SunTag–TET1cd systems in wild-type Col-0 plants in the absence of a gRNA that directs the construct to a specific location. Flowering time of T1 plants expressing these constructs was unaffected (Fig. S8*A*). Also, methylation levels at the *FWA* promoter or *CACTA1* region were similar to Col-0 (Fig. S8 *B* and *C*), and global methylation levels did not show any significant differences compared with a Col-0 control (Fig. S8*D*).

**Fig. 5.**
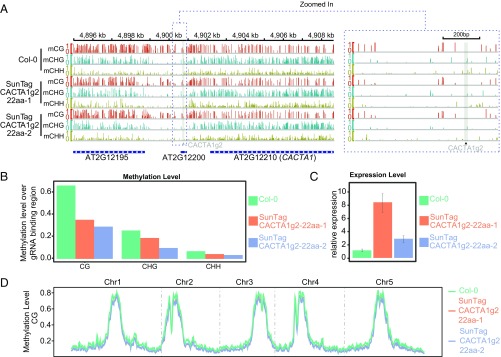
Targeted demethylation of *CACTA1* using SunTag–TET1cd. (*A*) Screenshot of CG, CHG, and CHH methylation levels over the *CACTA1* region in Col-0 and two representative SunTagCACTA1g2-22aa T1 lines. A gray vertical line indicates the gRNA binding site in the promoter region of *CACTA1*. A zoom in of the targeted region is shown (*Right*). (*B*) Bar graphs depicting the methylation levels in the region comprising 200 bp upstream and downstream of the gRNA binding sites for Col-0 and two representative SunTagCACTA1g2-22aa T1 plants. (*C*) Bar graph showing relative expression by qRT-PCR of *CACTA1* over *IPP2* in Col-0 and two representative SunTagCACTA1g2-22aa T1 plants. Mean values ± SD (*n* = 2, technical replicates). (*D*) Genome-wide CG methylation levels in Col-0 and two representative SunTagCACTA1g2-22aa T1 plants. Methylation level is depicted on the *y* axis.

## Conclusion

In this work, we present two independent methods for targeting DNA demethylation in *Arabidopsis*. We first fused the human TET1cd to an artificial ZF protein, ZF108, designed to target the *FWA* promoter. Col-0 plants expressing this construct showed highly specific demethylation and reactivation of *FWA* with virtually no genome-wide effects on DNA methylation or gene expression. In *Arabidopsis* plants grown under long-day conditions (16-h light/8-h dark), flowering is established around 10–12 days after germination (42). The fact that T1 plants expressing ZF108–TET1cd showed a late-flowering phenotype indicates that demethylation of the *FWA* promoter occurred during the early stages of development of the T1 plants. Surprisingly, the targeted demethylation at *FWA* comprised a large region, almost 500 bp surrounding the ZF108 binding site. This could be due to direct access of ZF108–TET1cd to these cytosines. Another possibility is that loss of methylation in the distal regions from the ZF108 binding site is a secondary effect of *FWA* reactivation or 3D chromatin conformation that would place distal regions in proximity to the targeted region where ZF108–TET1cd is bound.

We also generated new ZFs to target the promoter of the *CACTA1* TE whose expression is also controlled by DNA methylation (40). Importantly, this locus is located in pericentromeric heterochromatin, which is associated with long stretches of chromatin that are highly enriched in DNA methylation and H3K9 methylation (41), and may represent a more challenging environment for targeted approaches. Two different ZFs targeting TET1cd to the *CACTA1* promoter triggered loss of methylation up to 2 kb away from the ZF binding sites. These data, together with the data obtained for *FWA,* indicate that ZF fusions to TET1cd can cause demethylation hundreds of base pairs away from the targeted sequence.

Contrary to the heritable loss of methylation in the *FWA* promoter, targeted demethylation at *CACTA1* disappeared when the ZFCACTA1 transgenes were segregated away, showing that unlike *FWA*, methylation was quickly reestablished. The most likely explanation for this is that, contrary to the complete demethylation of the entire *FWA* methylated region, the incomplete demethylation of *CACTA1* leaves enough residual methylation to attract the RdDM machinery, probably via recruitment of RNA polymerase V (Pol V) by the methyl DNA binding proteins SUVH2 and SUVH9 (25). In addition, the MET1 CG methyltransferase would likely perpetuate and potentially amplify any remaining methylated CG sites. In this scenario, heritable demethylation might be more efficiently achieved by targeting the TET1cd to multiple adjacent locations to achieve a more complete demethylation. Alternatively, *CACTA1* remethylation may occur because other methylated regions in the genome with sequences homologous to *CACTA1* may be able to efficiently target remethylation *in trans* via siRNAs. Additional targeting experiments will be needed to determine the frequency with which targeted demethylation can be heritable.

While targeted demethylation using ZF108–TET1cd was very specific and showed negligible changes in genome-wide methylation compared with Col-0, lines expressing ZF1CACTA1–TET1cd, or ZF2CACTA1–TET1cd showed a varying amount of genome-wide hypomethylation. This variability highlights the importance to be selective with different ZFs, protein fusions, expression levels, and insertion events when using TET1cd to avoid genome-wide effects.

We also created a plant-optimized version of the SunTag–TET1cd system and showed that it can be successfully implemented in plants for targeted DNA demethylation at the *FWA* and *CACTA1* loci. Similar to the results obtained using ZFs, we observed very high on-target demethylation and gene activation, with small effects on genome-wide methylation levels. Resembling the ZF–TET1cd fusions, the demethylation extended well beyond the targeted region reaching a region of ∼2 kb in the case of SunTagCACTA1g2 lines. Morita et al. (26) reported that SunTag–TET1cd could also demethylate more than 200 bp in mammalian cells. In this case, it is reasonable to think that the TET1cd may be able to directly access long stretches of DNA considering the extension of the long epitope tail and the simultaneous recruitment of many molecules of TET1cd.

In summary, our results show highly efficient targeted demethylation in plants by using artificial ZFs or SunTag fused to TET1cd with limited off-target effects. As a result of their efficiency and specificity, they provide an ideal way to study the role of DNA methylation at specific loci and circumvent the need to use DNA methylation mutants or chemicals that reduce methylation. Moreover, these tools may allow for the creation of new stable epialleles with traits of interest by activating genes normally silenced by DNA methylation. Other potential uses are for the reactivation of specific classes of transposons or the reactivation of previously silenced transgenes.

## Methods

### Plant Material and Growth Conditions.

All of the plants used in this study were in the Columbia-0 ecotype (Col-0) and were grown under long-day conditions. The *fwa-4* epiallele was selected from a *met1* segregating population (25). Transgenic plants were obtained by agrobacterium-mediated floral dipping (43). Plants were selected on 1/2 MS medium + Glufosinate 50 μg/mL (Goldbio), 1/2 MS medium + Hygromycin B 25 μg/mL (Invitrogen), or sprayed with Glufosinate (1:2,000 Finale in water). Flowering time was scored by counting the total number of rossette and caulinar leaves.

### ZF Design and Cloning.

#### Cloning of pUBQ10::ZF108_3xFlag_TET1cd.

For this purpose, a modified pMDC123 plasmid (44) was created, containing 1,990 bp of the promoter region of the *Arabidopsis UBQ10* gene upstream of a cassette containing the biotin ligase recognition peptide (BLRP) followed by the ZF108, previously described in Johnson et al. (25), and a 3xFlag tag. Both *UBQ10* promoter and BLRP_ZF108_3xFlag are upstream of the gateway cassette (Invitrogen) present in the original pMDC123 plasmid. The catalytic domain of the TET1 protein (TET1cd) was amplified from the plasmid pJFA334E9, a gift from Keith Joung, Harvard Medical School, Boston (Addgene plasmid #49237) (27), and cloned into the pENTR/D plasmid (Invitrogen) and then delivered into the modified pMDC123 by an LR reaction (Invitrogen), creating an in-frame fusion of the TET1cd cDNA with the upstream BLRP_ZF108_3xFlag cassette (Fig. 1*A*). Similarly, YPet was amplified from a YPet containing plasmid and cloned into the pENTR/D plasmid and then delivered to the modified pMDC123 by an LR reaction. Sequences of the modified pUBQ10::ZF108_3xFlag_TET1cd as well as pUBQ10::ZF108_3xFlag_YPet plasmids are provided in Dataset S1.

#### Cloning of pUBQ10::ZFCACTA1_3xFlag_TET1cd.

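On TAIR10.1, GTAGAGGGAAGTGAATAG, the sequence for ZF1CACTA1, occurs exactly at 2 places. The site upstream of *CACTA1* is on chromosome 2 from 4901008 to 4901025 on the minus strand. It is intergenic, 64 bp from AT2G12200 and 1138 bp before the annotated start of *CACTA1* (AT2G12210) at 4902163. With 30 bp on either side it reads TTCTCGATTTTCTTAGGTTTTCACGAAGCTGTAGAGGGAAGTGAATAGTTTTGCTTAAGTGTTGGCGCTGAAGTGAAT. The other exact match is on the plus strand of the same chromosome from 4394089 to 4394106, intergenic and 1016 bp from AT2G11070, in the context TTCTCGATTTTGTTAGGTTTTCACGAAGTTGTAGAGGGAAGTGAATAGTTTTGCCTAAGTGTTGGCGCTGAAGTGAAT. There are 1, 6 and 100 further places with 1, 2 and 3 mismatches.

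GTTGAGGAAAATGAGCTA, the sequence for ZF2CACTA1, occurs exactly only on chromosome 2 from 4900840 to 4900857 on the minus strand. This site is in the intron of AT2G12200, an annotated protein-coding gene from 4900613 to 4900944, and ends 1306 bp before *CACTA1*. Its context is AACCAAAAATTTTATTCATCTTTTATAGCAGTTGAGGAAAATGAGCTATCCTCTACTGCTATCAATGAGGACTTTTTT. There are 4, 9 and 205 further places with 1, 2 and 3 mismatches. Matching was by sequence alone, on either strand, and says nothing about binding.

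**Figure D4:**
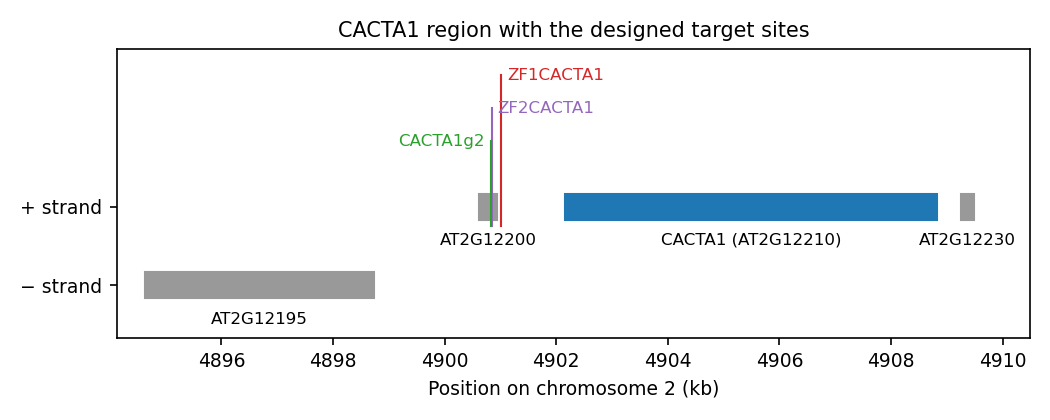
Map of the *CACTA1* region on chromosome 2 of TAIR10.1 (horizontal axis in kb), with annotated genes as boxes on the plus or minus strand and vertical lines at the ZF1CACTA1, ZF2CACTA1 and CACTA1g2 sequences. The sites end 1138, 1306 and 1328 bp before *CACTA1*, and the latter pair lie within AT2G12200.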

Two ZFs were designed to bind 18-bp sequences from the *CACTA1* promoter (42): ZF1CACTA1 (GTAGAGGGAAGTGAATAG) and ZF2CACTA1 (GTTGAGGAAAATGAGCTA). Amino acid sequences were obtained in silico using Codelt (zinc.genomecenter.ucdavis.edu:8080/Plone/codeit), selecting linker type “normal.” The resulting amino acid sequence was plant codon optimized and synthesized by IDT. A modified pMDC123 plasmid (44) was created, containing 1,990 bp of the promoter region of *Arabidopsis UBQ10* gene upstream of a cassette containing a unique HpaI restriction site, a 3xFlag tag, and the gateway cassette (Invitrogen) present in the original pMDC123 plasmid. The TET1cd was delivered from the pENTR/D_TET1cd plasmid described above into the modified pMDC123 by an LR reaction (Invitrogen), creating an in-frame fusion of the TET1cd cDNA with the upstream 3xFlag cassette. The different ZFCACTA1 were cloned in the unique HpaI restriction site in the modified pMDC123_3xFlag_TET1cd plasmid by In-Fusion (Takara). Sequences of the resulting plasmids: pUBQ10::ZF1CACTA1_3xFlag_TET1cd and pUBQ10::ZF2CACTA1_3xFlag_TET1cd are provided in Dataset S1. In an effort to make these reagents available for the academic community, the following plasmids are available through Addgene using the corresponding Addgene plasmid identification number: pUBQ10::ZF108_3xFlag_TET1CD (106432); pUBQ10::ZF1CACTA1_3xFlag_TET1cd (106433); pUBQ10::ZF2CACTA1_3xFlag_TET1cd (106434); pUBQ10::ZF108_3xFlag_YPet (106441).

### SunTag Design and Cloning.

Nucleic acid sequences of SunTag-22aa-TET1cd and SunTag-14aa-TET1cd were either PCR-amplified from Addgene plasmid #60903 and #60904, gifts from Ron Vale, University of California, San Francisco (38), or synthesized using GenScript services. The SunTag constructs were adapted from Tanenbaum et al. (38) to create a dCas9-based demethylation system in plants. dCas9+epitope tail (GCN4 × 10), scFv antibody, and the gRNA were cloned into a binary pMOA backbone vector (45) using In-Fusion (Takara). 

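The FWAg4 protospacer, ACGGAAAGATGTATGGGCTT, occurs exactly at 2 places on TAIR10.1, both on the minus strand of chromosome 4 in the intergenic sequence before *FWA* (AT4G25530), whose annotation starts at 13038360. The copy from 13038251 to 13038270, 90 bp before *FWA*, is followed by CGG, which has the NGG form of the protospacer-adjacent motif. With 30 bp on either side it reads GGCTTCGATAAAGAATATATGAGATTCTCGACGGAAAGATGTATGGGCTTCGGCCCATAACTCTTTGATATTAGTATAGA. The copy from 13038296 to 13038315, 45 bp before *FWA*, is followed by CGA, in the context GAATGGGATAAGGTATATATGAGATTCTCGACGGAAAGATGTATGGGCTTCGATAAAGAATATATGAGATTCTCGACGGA. No place in the genome has 1 mismatch, 1 has 2 mismatches and 10 have 3, and none of these is followed by NGG.

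The CACTA1g2 protospacer, GTCCTCATTGATAGCAGTAG, occurs exactly at 3 places. On the plus strand of chromosome 2 it lies from 4900816 to 4900835, in the intron of AT2G12200 and 1328 bp before *CACTA1*, followed by AGG, in the context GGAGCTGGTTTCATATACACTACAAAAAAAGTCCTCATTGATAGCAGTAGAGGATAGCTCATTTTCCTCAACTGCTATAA. A copy on the plus strand of chromosome 1 from 12942860 to 12942879, intergenic and 1213 bp from AT1G35270, is also followed by AGG. The copy on the minus strand of chromosome 2 from 4394279 to 4394298, intergenic and 1206 bp from AT2G11070, is followed by ATG. No place has 1 mismatch, 1 has 2 mismatches and is followed by NGG, and 5 have 3 mismatches, none of them followed by NGG.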

Expression of dCas9+epitope tail and scFv was controlled by the *UBQ10* promoter, and the gRNA was expressed using the U6 promoter. gRNA protospacer sequences are: FWAg4 (5′-acggaaagatgtatgggctt-3′) and CACTA1g2 (5′-gtcctcattgatagcagtag-3′).

The epitope tails fused to dCas9 consisted of 10 copies of the GCN4 peptide and either a 14-aa linker or a 22-aa linker separated each epitope. An extra SV40-type NLS was added to the dCas9+epitope sequence. Due to a lack of an effective NLS on the scFv–TET1cd fusion, two SV40-type NLSs were added for nuclear import of the antibody. These were preceded by 1xHA tag. Sequences of SunTagFWAg4-22aa-TET1cd, SunTagFWAg4-14aa-TET1cd, SunTagCACTA1g2-22aa-TET1cd, SunTagng22aa, and SunTagng14aa are provided in Dataset S1. In an effort to make these reagents available for the academic community, the following plasmids are available through Addgene using the corresponding Addgene plasmid identification number: SunTagFWAg4-22aa-TET1cd (106435); SunTagFWAg4-14aa-TET1cd (106436); SunTagCACTA1g2-22aa-TET1cd (106437); SunTagng22aa (106438); SunTagng14aa (106439).

### Quantitative Real-Time PCR.

RNA was extracted using Direct-zol RNA Miniprep kit (Zymo). For quantitative real-time PCR (qRT-PCR) involving ZF1CACTA1-TET1cd T2 plants, 600 ng of total RNA was used to prepare cDNA using the SuperScript III First-Strand Synthesis SuperMix (Invitrogen). For qRT-PCR involving SunTagCACTA1g2-22aa plants, 250 ng of total RNA was used to prepare cDNA using the SuperScript III First-Strand Synthesis SuperMix (Invitrogen). qRT-PCR of the *CACTA1* transcripts was done using the oligos (5′-agtgtttcaatcaaggcgtttc-3′) and (5′-cacccaatggaacaaagtgaac-3′). Values were normalized to the expression of the housekeeping gene *ISOPENTENYL PYROPHOSPHATE:DIMETHYLALLYL PYROPHOSPHATE ISOMERASE 2* (*IPP2*) using oligos (5′-gtatgagttgcttctccagcaaag-3′) and (5′-gaggatggctgcaacaagtgt-3′).

### McrBC–qRT-PCR.

CTAB-extracted DNA (1 µg) was digested using the McrBC restriction enzyme for 4 h at 37 °C. As a nondigested control, 1 µg of DNA was incubated in digestion buffer without McrBC enzyme for 4 h at 37 °C. qRT-PCR of the *FWA* promoter was done using the oligos (5′-*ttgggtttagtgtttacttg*-3′) and (5′-*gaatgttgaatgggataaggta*-3′). A control region methylated in Col-0 and unmethylated in *fwa-4* was amplified using the oligos (5′-*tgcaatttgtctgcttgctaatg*-3′) and (5′-*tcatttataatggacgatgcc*-3′). The ratio between the digested and nondigested samples was calculated.

### RNA-seq Analysis.

RNA was extracted using Direct-zol RNA Miniprep kit (Zymo). For RNAseq involving ZF108–TET1cd and ZF108–YPet plants, 75 ng of total RNA was used to prepare libraries using the Neoprep stranded mRNA-seq kit (Illumina). For RNA-seq involving ZF1CACTA1–TET1cd, ZF2CACTA1–TET1cd, SunTagFWAg4-14aa, and SunTagFWAg4-22aa plants, 1 μg of total RNA was used to prepare libraries using the TruSeq Stranded mRNA-seq kit (Illumina). Reads were first aligned to the TAIR10 gene annotation using Tophat (46) by allowing up to two mismatches and only keeping reads that mapped to one location. When reads did not map to the annotated genes, the reads were mapped to the TAIR10 genome. Number of reads mapping to genes were calculated by HTseq (47) with default parameters. Expression levels were determined by RPKM (reads per kilobase of exons per million aligned reads) using customized R scripts.

### WGBS Analysis.

DNA was extracted using a CTAB-based method and 100 ng were used to make libraries using the Nugen Ultralow Methyl-seq kit (Ovation). Raw sequencing reads were aligned to the TAIR10 genome using BSMAP (48) by allowing up to two mismatches and only retaining reads that mapped to one location. Methylation ratios are calculated by #C/(#C+#T) for all CG, CHG, and CHH sites. Reads with three consecutive methylated CHH sites were discarded since they are likely to be unconverted reads as described before (49).

### Metaplot of WGBS Data.

Metaplots of WGBS data were made using custom Perl and R scripts. Regions of interest were broken into 50 bins while flanking 1-kb regions were each broken into 25 bins. CG, CHG, and CHH methylation levels in each bin were then determined. Metaplots were then generated with R.

## Supplementary Material

Supplementary File

Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

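Messenger RNA was sequenced in 38 samples of the study, of which 29 could be assigned to a condition: 3 ZF108–TET1cd T1 plants, 3 Col-0, 7 ZF108–YPet and 7 ZF108–TET1cd T3 samples, 4 Col-0 plants, 1 *fwa-4* plant, 1 SunTagFWAg4-14aa plant and 1 SunTagFWAg4-22aa plant of the SunTag experiment, and 1 plant each of ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd. A sample was assigned only where its label and the name of its deposited file gave the same condition. For 31 samples, the labels and the file names were shifted by 1 position in a closed cycle, which left 9 samples with conflicting conditions. These 9 samples enter no comparison in the main results. The assignment, the design of each test, the processing alternatives and the rule for named genes were fixed before the processed files were available.

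The authors aligned the reads with Tophat to the TAIR10 gene annotation, allowing up to 2 mismatches and keeping reads with a single location, and aligned the remaining reads to the TAIR10 genome. The authors then counted reads on genes with HTSeq at its default settings and deposited the counts, 1 file per sample, with 5 further lines for reads that were not assigned to a gene. The deposited counts are not normalized. Bisulfite sequencing of the study is not in the files analysed here, so methylation was not analysed.

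From the counts, RPKM was computed with the total of reads counted on genes as the library size, where the paper divides by aligned reads. Exon lengths are the union of a gene's exons in the TAIR10.1 annotation. They were available for 32827 genes (97.7%), and the remaining 775 genes have no RPKM. Expression was expressed as log2(RPKM + 1). The interval of a single plant's value is the 95% Clopper-Pearson interval of its count, and the floor of a sample is the RPKM that 3 reads would give. Over the assigned samples, reads counted on genes ranged from 14086391 to 55510537, and *FWA* floors from 0.0219 to 0.0863 RPKM.

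Groups were compared with edgeR 4.0.16 in R 4.3.3: filterByExpr, with *FWA* and *CACTA1* kept in any case, TMM normalization, glmQLFit with robust estimation and glmQLFTest, with adjustment by the Benjamini-Hochberg method. The cutoff was that of Fig. 1G, a log2 fold change of at least 2 in either direction and a false-discovery rate below 0.05. The comparison of ZF108–TET1cd with ZF108–YPet used these 2 groups alone, comparisons with Col-0 T3 used all 3 T3 groups, and comparisons among leaf T1 plants used all 9 leaf T1 libraries. Where a group has 1 plant, the spread comes from the Col-0 plants only. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. For *FWA* and *CACTA1*, which have almost no reads in the controls, they were smaller than those of DESeq2. *FWA* was also compared by exact permutation tests of log2(RPKM + 1), and single plants by Fisher's exact test on counts, with 30 such tests adjusted together. The edgeR and DESeq2 scripts were tested on simulated data in which 200 genes were changed. All 200 were recovered by both tools, with 0 false calls. The simulation copied the ZF108–TET1cd and ZF108–YPet T3 groups, with the same dispersion for every gene and no difference between lines. Its changes were larger than the cutoff and in genes above a minimum mean count. It therefore does not cover single plants against Col-0, genes with few reads or differences between lines.

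The rule for named genes covered *FWA*, *CACTA1* and the genes beside it in Figs. 3 and 5, the genes named in the paper's text, the genes within 50 kb of *FWA* and *CACTA1* as a group, and in each genome-wide comparison the 5 genes with the largest change in each direction among those past the cutoff and changed in the same direction in every sample. The genes at or nearest to further exact matches of the *CACTA1* target and primer sequences were added to the Fisher tests after the matches had been located. *FT* was given further tests after it had been named by this rule.

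The alternatives were DESeq2 1.42.0, other size factors, no filter on low counts or at least 10 counts in every sample, the replicate number as a block, other sets of groups in a fit, each line alone, other cutoffs, leaving out each replicate in turn, a pseudocount of 0.1, the longest transcript in place of the union of exons, unassigned reads added to the total, and assignment of every sample by its label or by its file name. Target sequences were matched to TAIR10.1 with up to 3 mismatches. The TAIR10.1 annotation has no class for transposable element genes. The class that it gives *CACTA1*, pseudogene, with 3911 genes in the count files, stood in for it, and includes genes that are not transposable elements. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and limma 3.58.1.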

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

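One ZF108–YPet T3 sample, replicate 3 of line 1, had an *FWA* value of 0.0325553 as log2(RPKM + 1), far from the others of its group, which were all 0. The value is a single read among 17746878. It was 1 flag among 16 tests for a sample far from its group, and about 5% of such tests flag a group by chance. A single read is within what 1 misassigned read would give, and no biological explanation was tested.

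Against Col-0, which the paper does not compare genome-wide, 147 genes were up-regulated and 49 down-regulated in ZF108–TET1cd T3. Only 1 of 100 splits of the same 10 samples into groups of 7 and 3, the real one, gave as many genes, and the largest other split gave 15. For ZF108–TET1cd against ZF108–YPet, 1 of 100 splits, again the real one, gave as many as the 78 genes, with 17 in the largest other split. The splits divide samples and not lines, so they treat samples of the same line as exchangeable. For ZF108–YPet against Col-0, 6 of 100 splits gave as many genes as the 2 of the real split, so that count is not distinguishable from a random division. Between the 2 ZF108–TET1cd lines 50 genes passed the cutoff, and 1 of the 10 possible splits, the real one, gave as many, while every other split gave 0. For the 2 ZF108–YPet lines all 10 of 10 splits did, since the real count is 0. With 10 splits no share below 0.1 is possible, so this test cannot separate the line comparisons from a random division. The predictions for these splits were written before the splits were run but after the counts of genes had been seen. The difference between the ZF108–TET1cd and ZF108–YPet counts against Col-0 was not tested as such. Library size differs between the ZF108–TET1cd lines, so line and depth cannot be told apart.

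Leaf T1 plants, for which the paper reports only *FWA* or *CACTA1*, differed from the Col-0 plants in many genes. The counts were 22 up-regulated and 5 down-regulated genes in the SunTagFWAg4 plants together, 67 and 5 in *fwa-4*, 264 and 69 in ZF1CACTA1–TET1cd, and 194 and 33 in ZF2CACTA1–TET1cd. The latter 3 come from 1 plant each, so the SunTagFWAg4 counts, from both plants together, are not directly comparable with them. No split of these samples was run. Of 1208 tested genes of the pseudogene class, 117 (9.69%) were up-regulated in ZF1CACTA1–TET1cd, against 0.697% of other genes (odds ratio 15.3, Fisher's exact test across genes, p = 4.81e-77). In ZF2CACTA1–TET1cd, 110 (9.11%) were, against 0.398% (odds ratio 25.0, Fisher's exact test, p = 1.49e-87), and in *fwa-4* 56 (4.64%; odds ratio 93.2, p = 2.62e-60). Genes are not independent replicates. The 2 ZFCACTA1–TET1cd plants shared 90 of these genes, and all 3 plants shared 30.

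Technical explanations were weighed for this pattern. If any T1 transformant differed from Col-0 in this way, the SunTagFWAg4 plants would show it, but their odds ratio was 1.7472 (Fisher's exact test, p = 0.336). If single plants varied this much, a Col-0 plant compared with the others would have many such genes switched on (at least 1 CPM where the others average below 0.1), but the highest Col-0 plant had 1, against 369 in ZF1CACTA1–TET1cd, 500 in ZF2CACTA1–TET1cd, 256 in *fwa-4*, 9 in SunTagFWAg4-14aa and 5 in SunTagFWAg4-22aa. Both predictions were made before these values were seen. The rule for switched-on genes cannot count a gene that is on in more than 1 Col-0 plant. Replicates 2 and 3, and 4 and 5, were more alike (chi-square per gene 29.3 and 95.8) than plants across these pairs (308 to 394). Variation shared within such a pair is therefore not covered by this test. Genomic DNA in the library could also put reads on silent genes. Reads outside genes made up 1.46842% of the ZF1CACTA1–TET1cd library and 2.34% of the ZF2CACTA1–TET1cd library, above the 0.518% to 0.663% of the Col-0 and SunTagFWAg4 libraries, and 1.37% in *fwa-4*. Among genes without a read in any Col-0 plant, 19.8% of the pseudogene class and 5.63% of protein-coding genes had at least 3 reads in ZF1CACTA1–TET1cd. In ZF2CACTA1–TET1cd, the values were 27.1% and 4.92%. The part of the prediction on reads outside genes held, and the part on all classes alike did not. It was written after the shares had been seen. Transcripts of unannotated elements would also raise the share of reads outside genes, so that share cannot decide. The unequal classes argue against genomic DNA as the only source of reads on these pseudogene-class genes. In *fwa-4* the values were 9.21% of the pseudogene class and 1.97% of protein-coding genes. The values were 0.367% and 1.65% in SunTagFWAg4-14aa and 0.768% and 1.43% in SunTagFWAg4-22aa. Protein-coding genes thus also rose in the ZFCACTA1–TET1cd plants, so some genomic DNA is not excluded. Reads shared between copies, batch differences between the experiments, and the higher share of reads with several locations in ZF2CACTA1–TET1cd were not tested. A candidate explanation in the paper's terms is the slight genome-wide loss of methylation that it reports in the ZFCACTA1–TET1cd plants, and the origin of *fwa-4* from a *met1* population. It remains a hypothesis.

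*FWA* was above its level in Col-0 in both ZFCACTA1–TET1cd plants, which were not targeted to it: 0.700929 RPKM in ZF1CACTA1–TET1cd (45 reads, 95% Clopper-Pearson interval from 0.511 to 0.938) and 0.329284 RPKM in ZF2CACTA1–TET1cd (20 reads), against 3 reads in all 4 Col-0 plants (Fisher's exact test, adjusted p = 1.70e-35 and 4.99e-15). In edgeR's test the log2 fold changes were 6.23 (adjusted p = 0.0309) and 5.16 (adjusted p = 0.0560). An admixture of an inflorescence library in which *FWA* is on would also bring floral organ identity genes. The sum of 5 of these (*AG*, *AP3*, *PI*, *SEP3* and *SEP1*) was 4.538 CPM in the ZF1CACTA1–TET1cd plant and 3.98 CPM in the ZF2CACTA1–TET1cd plant. The admixture that would account for *FWA* is 0.305% and 0.142% of an inflorescence library and would add only 1.42 and 0.66 CPM, less than the range of the Col-0 plants, from 3.76 to 45.1 CPM. The test cannot detect it, so such an admixture is not excluded. This prediction was made after the values had been seen. Reads carried over from a leaf library with active *FWA*, such as those of the SunTag plants, were not tested and may account for it, and so may partial loss of methylation at *FWA*, which cannot be tested here.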

How the results depend on the processing

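Across 35 results, 274 alternative values were computed: 172 kept their direction and stayed within their threshold or spread, 87 moved, 11 became weaker, 3 became stronger and 1 reversed. In 7 results every alternative kept the direction and stayed within the threshold or spread: the log2 fold change and the rank of *FWA* in ZF108–TET1cd against ZF108–YPet, *FWA* in the ZF108–TET1cd T1 plants, *CACTA1* RPKM in Col-0 and in ZF2CACTA1–TET1cd, and the shares of pseudogene-class genes up-regulated in the ZFCACTA1–TET1cd plants. These shares still fell without the filter on low counts, from 9.69% to 5.32% in ZF1CACTA1–TET1cd and from 9.11% to 5.20% in ZF2CACTA1–TET1cd. For the shares, the only alternatives were dropping the fold-change cutoff and dropping the filter on low counts. The shares were not computed with a Col-0 plant left out, where far fewer genes passed the cutoff. With unassigned reads in the total, *CACTA1* in ZF2CACTA1–TET1cd was 0.222 RPKM, below its Clopper-Pearson interval, which starts at 0.237. It counts as within the spread because the larger half-width of that interval, 0.0987, was used. The filter of at least 10 counts in every sample removes *FWA*, so it gave no fold change or rank.

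Genes past the cutoff between ZF108–TET1cd and ZF108–YPet T3 (59 up, 19 down) numbered 164 and 56 without a filter on low counts, 15 and 4 with at least 10 counts in every sample, 7 and 2 in line 1 only, 122 and 73 in line 2 only, 130 and 43 with the line nested in the construct, 117 and 34 with all 3 T3 groups in the fit, 210 and 180 with a 2-fold cutoff, and 759 and 1366 without a fold-change cutoff. At a false-discovery rate below 0.01, 32 were up-regulated. The filters act on genes with low counts, and separating the lines takes their difference out of the residual spread, which may explain part of these changes, but neither was tested.

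Against Col-0, ZF108–TET1cd T3 (147 up, 49 down) had from 90 to 115 up-regulated genes in the 3 fits that each left out 1 Col-0 replicate, and 100 down-regulated genes without the filter. For ZF108–YPet (1 up, 1 down), DESeq2 gave 10 and 5, the replicate block 0 up-regulated, the fits without 1 Col-0 replicate from 0 to 0 up-regulated and from 0 to 1 down-regulated, and the file names 3 and 3. Between the ZF108–TET1cd lines (50 genes), leaving out 1 replicate gave from 7 to 155, and between the ZF108–YPet lines (0 genes), DESeq2 gave 9.

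Comparisons of leaf T1 plants rest on 4 Col-0 plants. For the SunTag plants (22 up, 5 down), DESeq2 gave 680 and 943, and leaving out 1 plant from 0 to 3 up-regulated and from 0 to 0 down-regulated genes. For ZF1CACTA1–TET1cd (333 in both directions), DESeq2 gave 1252, the file names 1022 and leaving out 1 Col-0 plant from 0 to 31. For ZF2CACTA1–TET1cd (227), DESeq2 gave 1058, a fit of only the groups compared 137, the file names 885 and leaving out 1 Col-0 plant from 0 to 22. The log2 fold change of *FWA* in the SunTag plants stayed between 13.6735 and 14.7913 and that of *CACTA1* in ZF1CACTA1–TET1cd between 8.32753 and 9.78397 as plants were left out, but the adjusted p was above 0.05 in every such fit except that without the SunTagFWAg4-14aa plant for *FWA*. *CACTA1* in ZF2CACTA1–TET1cd, at 6.18, became significant with DESeq2 (6.41599), by label (6.41704) and by file name (6.43133). With 1 Col-0 plant fewer, edgeR's residual degrees of freedom fall from 3 to 2, which may explain the loss but was not tested.

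Assignment by label alone puts samples with *FWA* reads among Col-0, and the reverse. It gave a log2 fold change of *FWA* of 1.62473 in ZF108–TET1cd and of -12.6791 in ZF108–YPet against Col-0 T3 (main 1.21653), the only reversal, and of 2.65227 in the SunTag plants. Genes past the cutoff became 44 up and 230 down for ZF108–TET1cd against Col-0, 107 down for ZF108–YPet, 839 up and 368 down for the SunTag plants, 975 for ZF1CACTA1–TET1cd and 930 for ZF2CACTA1–TET1cd. Mean *FWA* as log2(RPKM + 1) became 1.89707 in Col-0 T3, 6.03309 in ZF108–TET1cd T3, 6.67045 in SunTagFWAg4-14aa, 6.5169 in SunTagFWAg4-22aa and 1.3105 in Col-0 T1. By file name, they were 6.42556 in SunTagFWAg4-14aa and 6.76967 in SunTagFWAg4-22aa. The log2 fold change of *FWA* by file name was 12.9856 in the SunTag plants and 15.5203 in ZF108–TET1cd against Col-0 T3.

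The Pearson correlation (0.993) was 0.990748 over genes with any count and 0.985528 over genes with at least 10 counts in every sample, since silent genes raise it. A pseudocount of 0.1 gave *FWA* means of -3.32193 in Col-0 T3, -3.27956 in ZF108–YPet T3, -3.24352 in Col-0 T1, -0.320254 in ZF1CACTA1–TET1cd and -1.22 in ZF2CACTA1–TET1cd, all groups with few or no reads. Adding unassigned reads to the total lowered *FWA* to 6.72031 in ZF108–TET1cd T3, 6.66697 in SunTagFWAg4-14aa, 6.86409 in SunTagFWAg4-22aa and 6.36301 in *fwa-4*, and *CACTA1* in ZF1CACTA1–TET1cd to 1.66954 RPKM. Fold changes over groups without reads depend on the depth and on the small count added.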

Differences from the paper's values

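The Pearson correlation across genes between ZF108–TET1cd and ZF108–YPet T3 was 0.992829, against the paper's about 0.99 in Fig. 1G, read by eye. The difference exceeds the spread of the value over single ZF108–TET1cd samples (SD 0.00205). Of the alternatives set before the files arrived, only genes with any count came within that spread of the rounded value (0.990748). A pseudocount of 0.1, at least 10 counts in every sample, the mean of the log2 values, and assignment by label or by file name did not. The figure prints a further digit, which the reading to 2 digits leaves out. Against the value with that digit, genes with any count are outside the spread and genes with at least 10 counts in every sample (0.985528) are within it, so which alternative closes the gap depends on the rounding.

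*FWA* in the SunTagFWAg4-22aa plant was 7.02 as log2(RPKM + 1), against the paper's about 7.3 and about 11 for its 2 plants in Fig. 4B, read by eye, and the latter differs. In the SunTagFWAg4-14aa plant it was 6.84, against the paper's about 12 for both of its plants in Fig. 4B, read by eye. No alternative set before the files arrived closed either gap, including a pseudocount of 0.1, the longest transcript, unassigned reads in the total, and assignment by label or by file name. In Fig. 4B, both SunTagFWAg4-14aa plants stand above both SunTagFWAg4-22aa plants and far above *fwa-4*. Here, SunTagFWAg4-14aa (6.84) was below SunTagFWAg4-22aa (7.02), and *fwa-4* was at 6.54.

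*CACTA1* was at 0.0033 RPKM in Col-0, against the paper's about 0.05 in Fig. 3C, at 1.92 RPKM in ZF1CACTA1–TET1cd, against the paper's about 0.35, and at 0.317 RPKM in ZF2CACTA1–TET1cd, against the paper's about 1.9, all read by eye from Fig. 3C. Neither the longest transcript nor unassigned reads in the total, nor leaving out any Col-0 plant, closed these gaps. The order of the ZF1CACTA1–TET1cd and ZF2CACTA1–TET1cd plants is the reverse of that in Fig. 3C. With these plants exchanged, both values would lie near the figure, 1.92 against about 1.9 and 0.317 against about 0.35 RPKM. Whether an exchange took place, in the figure or in the files, cannot be decided. Label and file name gave the same condition for each plant. Every difference between these plants is open to the same doubt.

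In Fig. 1F, the small *FWA* bars of ZF108–YPet are in line 2. Here, the only ZF108–YPet read, at 0.0326 as log2(RPKM + 1), was in a sample of line 1, and all samples assigned to line 2 had 0. The paper states that *CACTA1* increased significantly in both lines. In edgeR's test, only ZF1CACTA1–TET1cd had an adjusted p below 0.05. ZF2CACTA1–TET1cd was below 0.05 with DESeq2 and with every sample assigned by its label or by its file name.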

Other observations

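The 9 samples with conflicting conditions had the following *FWA* values as log2(RPKM + 1). The sample labelled Col-0 T1 of the ZF108 experiment, with a file named for Col-0 of the SunTag experiment, had 0.0447. The sample labelled *fwa-4* T1 and filed as Col-0 T1, both of the ZF108 experiment, had 1.35 (109 reads). The sample labelled ZF108–TET1cd T1 and filed as *fwa-4* T1 had 7.77. The sample labelled Col-0 T3 and filed as ZF108–TET1cd T1 had 7.59. The sample labelled ZF108–YPet T3 and filed as Col-0 T3, and the sample labelled ZF108–TET1cd T3 and filed as ZF108–YPet T3, each had 0. The sample labelled SunTagFWAg4-14aa and filed as ZF108–TET1cd T3 had 6.504, the sample labelled SunTagFWAg4-22aa and filed as SunTagFWAg4-14aa had 6.01, and the sample labelled Col-0 of the SunTag experiment and filed as SunTagFWAg4-22aa had 6.52. These samples had from 22484424 to 50347759 reads counted on genes (median 29604836).

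A candidate explanation of the conflicts is that the labels, not the files, were shifted. It was tested with predictions made before the values were seen. If the labels are shifted, the sample labelled as leaf but filed as an inflorescence would express floral organ identity genes. The sum of *AG*, *AP3*, *PI*, *SEP3* and *SEP1* was 473.29 CPM in that sample, within the 417 to 550 CPM of the undisputed inflorescences, and 42.7 CPM in the sample labelled as inflorescence but filed as leaf, within the 1.74 to 45.1 CPM of the undisputed leaves. In the samples whose label and file name predict different *FWA* states, *FWA* was nearer to the state of the file name in 4 of 4. One of these, the sample filed as Col-0 T1 of the ZF108 experiment, matched neither state, since its 1.35 lies far above the undisputed Col-0 samples (at most 0.0227), all of them leaves. The floral genes are consistent with shifted labels, and so is *FWA* in the other samples. The conditions of these samples were not changed on this basis, since they would then be chosen by their values, and the replicate numbers of the samples inside each group remain uncertain in the same way.

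The only assigned *fwa-4* plant belongs to the SunTag experiment, whose libraries were made with another kit than those of the ZF108 plants. Its *FWA* value was 6.54 as log2(RPKM + 1), in leaves, and the ZF108–TET1cd plants had 6.89 ± 0.17 (SD, n = 7) in T3 leaves and 7.82 ± 0.30 (SD, n = 3) in T1 inflorescences. The difference was not tested, since experiment and genotype cannot be told apart. The paper describes the level in its ZF108–TET1cd plants as similar to *fwa-4*.

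*FT*, the gene with the second largest decrease in ZF108–TET1cd T3 against ZF108–YPet T3, is not mentioned in the paper. It was at 2.18 ± 1.41 CPM (SD, n = 7) in ZF108–TET1cd T3 and 19.6 ± 10.1 CPM (SD, n = 7) in ZF108–YPet T3, lower in 7 of 7 samples. In Col-0 T3 it was at 52.3 ± 24.3 CPM (SD, n = 3), from 33.5 to 79.8. The mean was thus also lower in ZF108–YPet, where *FWA* is not expressed. The ZF108–YPet range, from 6.89 to 33.8 CPM, overlaps that of Col-0 T3, and *FT* did not pass the cutoff between these groups. One hypothesis is that lower *FT* accompanies *FWA* expression. It predicts, as written before those values were seen, that the leaf T1 plants with *FWA* expression have less *FT* than every Col-0 plant, and 3 of 3 did: 0.427 CPM in *fwa-4*, 0.533 in SunTagFWAg4-14aa and 0.349 in SunTagFWAg4-22aa, against 4.14 to 61.9 CPM in the 4 Col-0 plants. Library size was tested as a technical explanation, with a prediction made after the values were seen. The ZF108–TET1cd line 1 samples, whose libraries are no larger than those of ZF108–YPet, had at most 4.30561 CPM, below the 6.89 CPM of the lowest ZF108–YPet sample. Within ZF108–TET1cd, line 1 had 2.73 ± 1.43 CPM (SD, n = 3) and line 2 had 1.07 ± 0.49 CPM (SD, n = 3). The ZF108–YPet lines also differed, with 23.2, 25.9 and 25.4 CPM in line 1 and 6.89, 8.10 and 13.8 CPM in line 2. The ZFCACTA1–TET1cd plants, with few *FWA* reads, had 3.19 CPM (ZF1CACTA1–TET1cd) and 8.78 CPM (ZF2CACTA1–TET1cd), the latter within the range of the Col-0 T1 plants. Since *FT* varies without *FWA* and the Col-0 T1 plants differ widely among themselves, *FWA* is not shown to be the cause, and the age or time of harvest of the plants, which the files do not give, cannot be excluded.

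Among the genes named in the paper, *CMT3* was up-regulated in the ZF1CACTA1–TET1cd plant (log2 fold change 4.17, adjusted p = 0.0357 from edgeR's test) and *MET1* in the ZF2CACTA1–TET1cd plant (2.51, adjusted p = 0.0359). The other values were 1.07 (adjusted p = 0.133) for *MET1* in ZF1CACTA1–TET1cd, 3.45 (adjusted p = 0.0572) for *CMT3* in ZF2CACTA1–TET1cd, and 2.08 (adjusted p = 0.0598) for *MET1* and 1.754 (adjusted p = 0.130) for *CMT3* in the SunTagFWAg4 plants. Taken singly, the SunTagFWAg4-14aa plant had a log2 fold change of 2.76 for *MET1*, above that of ZF2CACTA1–TET1cd, and the SunTagFWAg4-22aa plant 1.40. The differences between these plants were not tested, and each rests on the same 4 Col-0 plants. *UBQ10*, whose promoter drives the transgenes, had a log2 fold change of -2.12 (adjusted p = 0.217 from edgeR's test) in ZF108–YPet and -1.72 (adjusted p = 0.0535) in ZF108–TET1cd T3 against Col-0 T3, neither past the cutoff.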
